# Transcriptome Profile Reveals Differences between Remote and Ischemic Myocardium after Acute Myocardial Infarction in a Swine Model

**DOI:** 10.3390/biology12030340

**Published:** 2023-02-21

**Authors:** María Pulido, María Ángeles de Pedro, Verónica Álvarez, Ana María Marchena, Virginia Blanco-Blázquez, Claudia Báez-Díaz, Verónica Crisóstomo, Javier G. Casado, Francisco Miguel Sánchez-Margallo, Esther López

**Keywords:** acute myocardial infarction, ischemic area, remote area, swine animal model, transcriptome profiling

## Abstract

**Simple Summary:**

Understanding the molecular basis of acute myocardial infarction is necessary to identify new therapeutic targets. In this work, a comparative transcriptome analysis was performed to identify differences in the expression profile between infarcted and remote areas of the myocardium in a porcine model of acute myocardial infarction.

**Abstract:**

Acute myocardial infarction (AMI) is the consequence of an acute interruption of myocardial blood flow delimiting an area with ischemic necrosis. The loss of cardiomyocytes initiates cardiac remodeling in the myocardium, leading to molecular changes in an attempt to recover myocardial function. The purpose of this study was to unravel the differences in the molecular profile between ischemic and remote myocardium after AMI in an experimental model. To mimic human myocardial infarction, healthy pigs were subjected to occlusion of the mid-left anterior descending coronary artery, and myocardial tissue was collected from ischemic and remote zones for omics techniques. Comparative transcriptome analysis of both areas was accurately validated by proteomic analysis, resulting in mitochondrion-related biological processes being the most impaired mechanisms in the infarcted area. Moreover, Immune system process-related genes were up-regulated in the remote tissue, mainly due to the increase of neutrophil migration in this area. These results provide valuable information regarding differentially expressed genes and their biological functions between ischemic and remote myocardium after AMI, which could be useful for establishing therapeutic targets for the development of new treatments.

## 1. Introduction

Myocardial infarction (MI) is a multifactorial disease and the most common cause of heart failure. This disease is associated with an ischemic injury caused by the partial or complete occlusion of coronary arteries. The ischemic area of the myocardium induces cardiomyocyte death, fibrosis, and deterioration in contractile function. This dysfunction is not only restricted to the infarcted area; anatomical alterations and molecular processes develop in the remote (non-infarcted) myocardium contributing to ventricle-wide remodeling [1]. These compensatory mechanisms include ventricular dilatation, hypertrophy, and fibrosis, playing an important role in the progress of heart failure.

The first consequence of ischemia is intracellular acidosis. Oxygen deprivation increases glycolysis to obtain energy, promoting the accumulation of lactate, protons, and NADH. Consequently, glycogen stores are depleted and are therefore insufficient to meet the energy demand [2]. Acidosis also disturbs the functioning of ion channels, resulting in an abnormal accumulation of intracellular calcium concentrations that contribute to impaired contractile function [3]. Indeed, local inflammatory reactions are triggered in the infarcted myocardium [4].

Inflammatory response and oxidative stress after MI are part of the healing and scar formation; however, exacerbated responses are related to a poor prognosis [5]. These mechanisms are activated in both the ischemic and remote cardiac tissue promoting profibrotic signaling cascades, impairing cardiac contractility and relaxation [6]. Therefore, cardiac remodeling affects the entire myocardium; nevertheless, the molecular differences between remote and infarcted myocardium remain largely unknown.

Thanks to the development of “omics” techniques in the last decade, the molecular pathways underlying MI are being elucidated. The knowledge of molecular mechanisms altered in MI is the basis to establish a therapeutic protocol. These techniques are on the rise due to the large amount of information provided. Recently, two studies have been published where spatial multiomics data reveal the molecular differences in myocardium after MI in human and mouse [7,8]. However, in the field of cardiology, although the porcine model is an excellent tool to evaluate the efficacy of different therapies, its use in “omics” studies has been limited by an incomplete annotation of the pig genome. Currently, pig databases have been completed, allowing deeper molecular analysis [9,10]. For example, a recent study has provided a genome resource of the major tissues and organs in pigs and their comparison to the human orthologs [11].

This study was aimed at determining the differences in the expression profiles between the infarcted and remote myocardial tissue regions of a MI in a relevant porcine animal model. Gene expression of cardiac tissue was determined by microarray analysis and proteomic validations, providing a biological sense of the different areas of the myocardium to which targeted therapies could be applied.

## 2. Materials and Methods

### 2.1. AMI Model Creation and Tissue Collection

All the study protocols were approved by the Ethics Committee on Animal Experiments of the Jesús Usón Minimally Invasive Surgery Centre, following the recommendations outlined by the local government (Junta de Extremadura, Spain), and the EU Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes. Moreover, this study is reported in accordance with the ARRIVE Guidelines [12].

Four young female Large White swine with an initial weight of 35–40 kg were used. All animals underwent a thorough clinical examination, and healthy animals were subjected to MI induction. Cardiac magnetic resonance (CMR) was performed 72 h after MI, and animals presenting with infarct size > 10% of the left ventricle and ejection fraction < 40% were included in the study (Figure S1).

Prior to infarct induction, oral amiodarone (400 mg) was given from 5 days before MI to 3 days after it. Acetylsalicylic acid (500 mg) was administered from 24 h before model creation until euthanasia. Furthermore, all pigs received prophylactic antibiotics for 5 days after MI induction.

MI induction was performed, as detailed in a previous study [13]. Briefly, anesthetized pigs were placed in dorsal decubitus to establish percutaneous access to a femoral artery. A coronary angioplasty balloon (Ryujin Plus, Terumo, Tokyo, Japan) of appropriate diameter was placed immediately distal to the origin of the first diagonal branch of the left anterior descending coronary artery and inflated for 90 min. During this occlusion period, possible arrhythmias or ventricular fibrillations were treated by manual chest compressions, 200 J biphasic defibrillation shocks (Zoll M Series Biphasic 200 J, Zoll Medical Corporation, Chelmsford, MA, USA), and pharmacological therapy when needed. Once the balloon had been deflated and removed, hemostasis of the arterial puncture site was performed using manual compression. The animals were kept under general anesthesia to treat possible malignant arrhythmias and were then recovered from anesthesia and carried to the animal housing facility.

Ten days after MI induction, CMR was performed (Figure S1) and animals were euthanized with an intravenous administration of 2 mmol/kg of KCl, applied under deep anesthesia.

After euthanasia, hearts were extracted and rinsed with PBS. The infarct volume was examined using 2,3,5-triphenyl tetrazolium chloride (TTC) staining, and myocardial tissue samples were collected from the mid-ventricular section in the anterior (infarcted area) and posterior (remote area) left ventricular wall. Tissue was minced and preserved in Allprotect Tissue Reagent (Qiagen, Hilden, Germany) at −20 °C.

### 2.2. Microarray Expression Analysis

Extracted RNA from myocardial tissue was processed using Affymetrix GeneChip WT Pico Reagent Kit (Thermo Fisher Scientific, Massachusetts, USA) based on the protocol designed and attached to the reagents. Data generation was assessed by scanning the GeneChip Porcine Gene 1.1 ST Array Plate in a Gene Titan Affymetrix microarray platform. Microarray data (CEL files) were normalized and annotated to genes according to the PorGene-1_1-st-v1 library using Transcriptomic Analysis Control software (Thermo Fisher Scientific). To estimate the significance and regulation of genes, differentially expressed genes (DEGs) were defined as those with absolute fold change (FC) > 2 and false discovery rate (FDR) < 0.05.

The microarray data have been deposited in the Gene Expression Omnibus (GEO) database with the GEO Submission GSE213657.

### 2.3. Proteomic Analysis

In order to validate transcriptomic data, protein expression was evaluated by a high-throughput multiplexed quantitative proteomic approach according to the previous protocol [14]. Briefly, protein extracts were digested, labeled using 8plex-iTRAQ reagents according to the manufacturer’s instructions (Waters Corporation, Milford, MA, USA), and analyzed by liquid chromatography-tandem mass spectrometry (LC-MS/MS). Peptide identification was performed by combining pig and human databases (UniProtKB/Swiss-ProtUniProtKB/Swiss-Prot 20147_02 07 Release), and proteins were annotated based on the Gene Ontology database [15]. Protein abundance changes were analyzed using a standardized variable, Zq, defined as the mean-corrected log2 (A/B) expressed in units of standard deviation at the protein level. Student t-test was used to compare Zq values from infarcted and remote areas, and the statistical significance was set at a value of *p* < 0.05.

### 2.4. Enrichment Analysis (Funtional Annotation)

DEGs identified by transcriptomic analysis and validated with proteomic results were subjected to bioinformatics analyses. The multi-omics data analysis tool, OmicsBean (http://www.omicsbean.cn/ accessed on 10 September 2022), was used to annotate levels of terms in biological process (BP), cellular component (CC), and molecular function (MF) based on Gene Ontology (GO) categories. Complementarily, a functional enrichment analysis was also carried out using g:Profiler (https://biit.cs.ut.ee/gprofiler/gost/ accessed on 10 September 2022) [16] with only annotated genes in pig, and the Benjamini–Hochberg method, applying significance threshold of 0.05. The biological pathway database Reactome (https://reactome.org/ accessed on 10 September 2022) [17] was utilized to define the biological pathways likely to be involved, depending on the DEGs identified. Lastly, protein–protein interaction (PPI) analysis was evaluated using Metascape (https://metascape.org/ accessed on 10 September 2022) [18] showing physical interactions in STRING (physical score > 0.132, the 33% percentile of the STRING physical distribution).

## 3. Results

### 3.1. Transcriptomic Analysis from Remote and Infarcted Myocardium Tissue

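The infarcted and the remote wall of the left ventricle were sampled in the same 4 pigs after a coronary occlusion of 90 min, which gave 8 samples, 4 infarcted and 4 remote. The infarcted sample comes from tissue that lost its blood supply during the occlusion, and the remote sample from the opposite wall of the same heart. The paper's methods place tissue collection at day 10 after the infarction and the design text of the deposited series places it at day 7. RNA of each sample was hybridised to a GeneChip porcine gene array that measures 25470 transcripts, where a transcript is the array's transcript cluster. The authors normalized the arrays in the Transcriptome Analysis Console and deposited 1 log2 signal per transcript and sample. The median log2 signal per array lay between 2.96 and 3.22. The mean remote signals of ADAM28, ALDH2, CD109, CENPF, COL11A1, CTHRC1, ITGB3, LYZ, PHGDH, S100A12, S100A8, SCD, SPP1 and TNC were below all of these medians and are not shown to be above background, so the sizes of their changes are not exact. The deposited log2 signals were compared between regions with limma, with Benjamini-Hochberg adjustment over all transcripts and the paper's limits of a fold change over 2 and an adjusted p under 0.05. In what follows rose and fell refer to infarcted against remote tissue at that adjusted p, and values after a gene are log2 fold changes unless stated otherwise. Gene names were taken from the authors' deposited table of their comparison, which lists only transcripts with a fold change of at least 2 and an unadjusted p under 0.05. A gene of a pathway that changed less therefore carries no name and was not analysed here. Both arrays of pig 4 stood apart from the rest, with a spread of log2 signals of 1.46 in infarcted and 1.49 in remote tissue against 1.68 to 1.84 on the other arrays. Fits with the pig as a replicate block and fits without pig 4 are therefore given where they move a count by over 1.5 times. Gene lists for pathways and cell types, the rule for the genes named and the settings were written down before the data were examined, except that values in the study's table had been seen when the rule was written, and that some choices were made afterwards: the fits without pig 4, Fisher's exact test of a list's direction against the other named genes (which takes genes as independent, although co-regulated genes are not), the p of 1 for unnamed genes in the adjustment over a list alone, the Tukey averages, the restriction to single-symbol transcripts, the genes named below as further members of the study's own terms, and the tests named as such in the closing parts.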

Changes in the gene expression levels between infarcted tissue and the remote zone of the myocardium (Figure 1A) were evaluated by transcriptomics analysis. The microarray technique identified 25,470 transcripts in every sample (14,430 identified with ID), whose level of expressions were compared between the different groups. This comparison analysis selected 916 transcripts (3.6% of the total identified genes) by applying the following filter criteria: (I) the Affymetrix ID is annotated in Gene Symbol; (II) fold change values between biogroups greater than 2 or less than −2; (III) FDR *p* value less than 0.05. 

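Every one of the 8 samples had a log2 signal for each of the 25470 transcripts. Of the 2331 transcripts in the authors' deposited table, 1533 carried a gene symbol, and 1371 of these could be tied to a single named gene, 1337 genes in all. Among them, 231 transcripts listed the gene together with an unnamed locus, so their signal may come from either. A further 19 transcripts listed several symbols, such as the cytoskeletal actins ACTB and ACTG1. Correlations between any pair of arrays ran from 0.84 to 0.978 over all transcripts. Samples of the same pig also deviated together from their group means (r = 0.177, 0.428, 0.113 and 0.441 for pigs 1 to 4, across transcripts, which are not independent replicates).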

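Genes of energy metabolism and contraction were lower in infarcted myocardium, and genes of the extracellular matrix and of macrophages were higher. At the paper's limits 899 transcripts with a gene symbol differed between the regions in limma, which is 3.53% of all transcripts. All 899 are among the 916 transcripts of the authors' deposited table at the same limits, and the remaining ones of that table also passed the adjusted p here, with an average fold change under 2. Another 472 transcripts without a symbol passed both limits, 187 higher and 285 lower. Of 37 subunits of respiratory complex I, 16 fell, and of 21 sarcomere genes, 9 fell. Of 27 genes for collagens and extracellular matrix, 15 rose, as did 9 of 24 macrophage and monocyte markers. The count over all transcripts was 1371, against 2009 with the pig as a replicate block and 2649 without pig 4. With 1 array left out, the transcripts with a symbol numbered 458 without infarcted replicate 1, 497 without infarcted replicate 3, 470 without remote replicate 1, 456 without remote replicate 2 and 547 without remote replicate 3. Leaving out 1 array also raised these counts, to at most 605 higher and 746 lower transcripts, against 371 and 528 with all arrays.

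**Figure D1:**
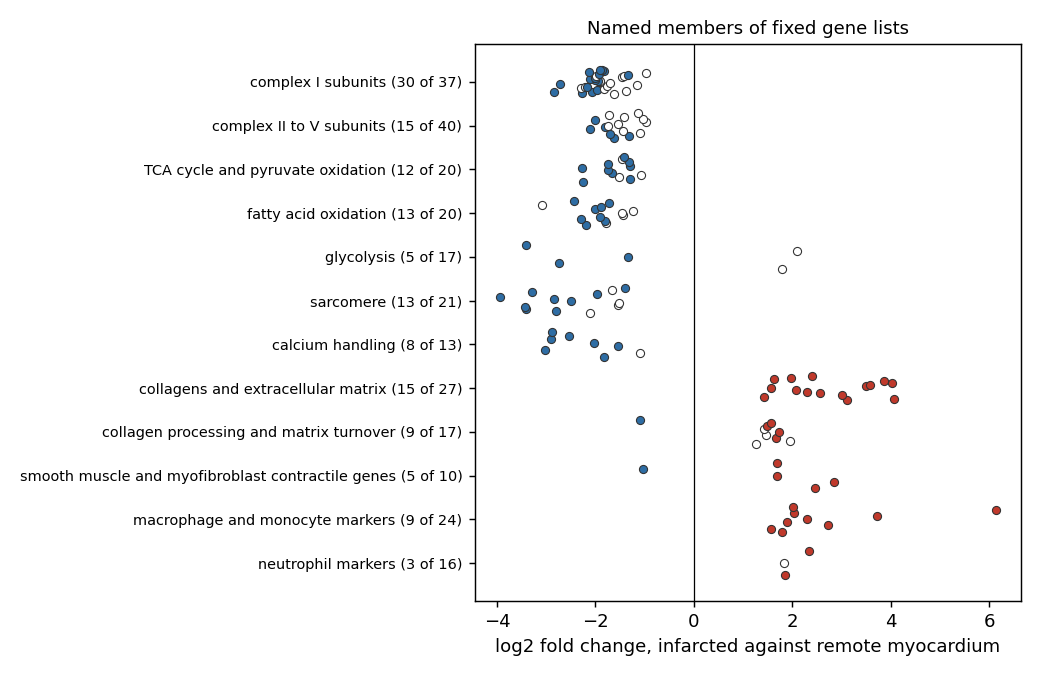
Log2 fold change of infarcted against remote myocardium for the named members of 12 gene lists, 1 point per gene, with the number named of those listed in brackets. Red points rose and blue points fell at an adjusted p under 0.05 from limma (n = 4 pigs), and open points did not pass. No point lies near 0 because only transcripts with at least a 2-fold change in the authors' deposited table have names.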

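The gene with the largest measured rise in infarcted tissue was SPP1, which encodes osteopontin, a matrix protein secreted by macrophages. Its log2 signal was 9.01 ± 2.47 (SD, n = 4 pigs) in infarcted and 2.87 ± 0.28 (SD, n = 4) in remote tissue, a log2 fold change of 6.13 (standard error 0.94, adjusted p = 0.00436) from limma. The remote signals of SPP1, LYZ (2.66) and CTHRC1 (2.15) lay below the median of every array and are not shown to be above background, so the sizes and the order of these 3 rises are not exact. The infarcted sample of pig 4 was well below the other infarcted samples for this gene, at 5.31. Other large rises were those of the unconventional myosin MYO1D (4.25), the growth factor pleiotrophin PTN (4.22), the matrix genes COL12A1 (4.06), FN1 (4.02), POSTN (3.86), FMOD (3.59) and CTHRC1 (3.51), lysozyme LYZ (3.71) and the cell adhesion gene CDH11 (3.44). The largest falls were those of the peptide hormone gene CCK (−4.40), the atrial myosin light chain MYL7 (−4.30), the membrane skeleton gene ANK1, DDIT4L (−4.10), DHRS7C (−3.99), the M-band gene MYOM2, the calcium-dependent kinase CAMK2A (−3.87), the mitochondrial creatine kinase CKMT2 (−3.75), LNP1 (−3.65) and the cytochrome oxidase subunit COX8H (−3.63). A second transcript of MYO1D rose by 2.50 (adjusted p = 0.00229). Each of these 20 genes stands for its transcript with the highest mean signal. They were chosen among genes that moved the same way in all 4 pigs, so that agreement is not a result. Their adjusted p from limma lay between 6.98e-06 for MYO1D and 0.0200 for MYL7. The transcripts of COL12A1, CTHRC1 and ANK1 share their annotation with an unnamed locus. In all, 528 transcripts with a symbol were down-regulated in infarcted tissue and 371 were up-regulated, against 715 and 513 with the pig as a replicate block and 784 and 610 without pig 4. Leaving out 1 array ended the calls for MYL7 without infarcted replicate 1 or 3 or remote replicate 1, 2 or 3 (up to 0.0728), ANK1 without infarcted replicate 1 or remote replicate 1, 2 or 3 (up to 0.0655), LYZ without infarcted replicate 1 or 3 (up to 0.0528) and POSTN without infarcted replicate 1 (up to 0.0504), in adjusted p.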

A total of 535 transcripts (3.71% of total identified with ID) were down-regulated in infarcted tissue, and 381 (2.64% of the total identified with ID) were up-regulated. A total of 13,514 genes identified with ID did not meet criteria II and III (93.65%) (Figure 1B). All these transcripts are represented by their fold change and their FDR in a volcano plot (Figure 1C).

### 3.2. Proteomic Validation of Differentially Expressed Transcripts

Proteomic analysis was performed in remote and infarcted myocardium to validate transcriptomic results. High-throughput multiplexed quantitative proteomics allowed us to quantify a total of 2815 proteins. To compare this dataset with the 916 differentially expressed genes (DEGs) identified by microarrays, a Venn diagram is displayed (Figure 2A). Only 263 genes overlapped between the two datasets.

Correlation analysis of the expression changes between remote and infarcted myocardium for the 263 overlapped genes revealed a Pearson correlation coefficient of rp = 0.7225 between transcriptomics and proteomics. 

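Among genes kept by the study for a shared direction, array and protein changes were weakly related within the higher and within the lower genes. The study's table lists the protein change (Zq) of 233 genes, those with the same direction in both measures. The relation over all 263 genes was therefore not computed here. Over the 233 genes, Pearson's r between the log2 fold change on the arrays and the study's Zq was 0.858 and Spearman's rho 0.72 (permutation test, 2-sided, p = 1e-05 for each, the smallest that 100000 resamples can give). The genes were kept for a shared direction, which alone makes the pooled r positive, so its p is not evidence of a relation. For this reason r was also taken within each direction. It was 0.332 over the 70 higher genes (permutation p = 0.0062) and 0.237 over the 163 lower genes (permutation p = 0.0022), with rho of 0.449 (p = 0.00012) and 0.224 (p = 0.0042). After Benjamini-Hochberg adjustment over these 6 relations the largest p was 0.0062. These are correlations across genes, which are not independent replicates.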

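The 233 genes that the study lists with a protein change in the same direction include SOD2 (−2.33), HADHA (−2.45) and PGAM2 (−3.41) among the lower ones and ACTN1 (2.06), TPM4 (2.02) and LCP1 (2.65) among the higher ones. SOD2 is the superoxide dismutase of mitochondria, HADHA an enzyme of fatty acid oxidation and PGAM2 the muscle form of phosphoglycerate mutase. ACTN1, TPM4 and LCP1 are an actinin, a tropomyosin and a plastin of non-muscle cells and leukocytes. From the deposited log2 signals all 233 genes had the sign of the study's protein change, 70 higher and 163 lower in infarcted tissue, and all 233 passed both limits in limma (232 passed the adjusted p without pig 4). The genes were selected on these samples, so their direction is not independent evidence. The median size of the log2 fold change was 1.90. The adjusted p exceeded 0.05 for TPM4 without infarcted replicate 1 or 3 or remote replicate 2 (up to 0.0618).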

Most of the DEGs identified by transcriptomic were validated by proteomic quantification (233), identified by yellow and green dots, indicating that the expression trend is the same in both approaches. Moreover, six of these genes showed significant differences in protein expression levels between remote and infarcted myocardium (Table S1). 

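Among these 6 genes, 5 were higher and 1 was lower in infarcted tissue on the arrays. Biglycan BGN, a small proteoglycan of the matrix, rose by 3.11 on the log2 scale (standard error 0.45, adjusted p = 0.00340 from limma), from 4.30 ± 1.01 to 7.41 ± 0.47 (SD, n = 4 pigs per region). The secreted protease HTRA1 rose by 2.39 (standard error 0.41), the lysosomal glucuronidase GUSB by 2.12 (standard error 0.26), annexin ANXA1 by 1.90 (standard error 0.39) and the calcium-binding protein S100A11 by 1.47 (standard error 0.23). Their adjusted p from limma lay between 0.00167 for GUSB and 0.0172 for ANXA1. ENO3, the muscle form of the glycolytic enzyme enolase, is the lower gene. The call for ANXA1 was lost without infarcted replicate 1 or infarcted replicate 3 (adjusted p up to 0.061). The transcript of S100A11 shares its annotation with an unnamed locus.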

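Among the genes measured in both datasets but not carried over to the study's table of shared direction are ANK1, which encodes a membrane skeleton ankyrin, PRKAA2, a catalytic subunit of AMP-activated protein kinase, and ACTG2, a smooth muscle actin. ANK1 fell by 4.16 on the log2 scale (standard error 0.86, adjusted p = 0.0172 from limma), PRKAA2 fell by 2.99 (standard error 0.59, adjusted p = 0.0143) and ACTG2 rose by 2.84 (standard error 0.66, adjusted p = 0.0296). Each moved the same way in all 4 pigs. Of the 30 genes, 28 could be matched to a transcript by symbol and fold change, 10 of them higher and 18 lower in infarcted tissue, and all 28 passed the adjusted p, also with the pig as a replicate block. Their median log2 fold change was 1.65 in size. The study chose these genes on the same samples, so the count is not independent evidence of a change. The call for ACTG2 was lost without any of infarcted replicates 1 to 3 or remote replicates 1 and 2 (adjusted p up to 0.102), and that for PRKAA2 without infarcted replicate 1 or remote replicates 1 or 2 (up to 0.0558). The adjusted p of ANK1 exceeded 0.05 without infarcted replicate 1 or remote replicate 1, 2 or 3.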

Unfortunately, 30 of these DEGs were not confirmed by proteomic results (Figure 2B).

### 3.3. Enrichment Analysis of Validated Genes

Enrichment analysis was performed between remote and infarcted tissue with those DEGs validated by proteomic results (Table S1). According to this, the 233 genes were analyzed using the multi-omic data analysis online tool OmicsBean. Figure 3 shows an overview of Gene Ontology enrichment analysis, where the top ten more significant terms altered in infarcted myocardium are classified by the level they belong to and divided by the GO categories. 

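The differentially expressed genes of cellular respiration fell together in infarcted tissue, and most of those of matrix organization rose. In the authors' deposited enrichment table over all differentially expressed genes, the term cellular respiration holds 18 genes, and all 18 fell in limma, with a median log2 fold change of −1.89. The wider term oxidation-reduction process holds 52 genes, of which 44 fell and 8 rose. Among the latter are ALDH2 (1.42), PHGDH (1.55) and SCD (2.68), which encode an aldehyde dehydrogenase, an enzyme of serine synthesis and a fatty acid desaturase. Of 23 genes of extracellular matrix organization, 18 rose and 5 fell. The call for ALDH2 was lost without any of infarcted replicate 1, 2 or 3 or remote replicate 1, 2 or 3 (adjusted p up to 0.0951). The study chose these genes as differentially expressed in the same samples, so the counts are not independent evidence of direction.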

Biological process categories are represented by specific terms such as *oxidation-reduction process* (GO:0055114), *extracellular matrix organization* (GO:0030198), or *cellular respiration* (GO:0045333) (Figure 3A). On the other hand, in the cellular component category, the major altered component is *mitochondrion* (GO:0005739) with 36% of DEGs in this term and the most significant *p* value (Figure 3B). 

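Nearly all differentially expressed genes of the mitochondrial term were lower in infarcted tissue. Of the 98 genes that the authors' deposited enrichment table gives for the mitochondrion, 97 could be matched, and 93 of these fell and 4 rose. The lower genes include the adenine nucleotide carrier SLC25A4 (−2.98), APOO (−2.24), GOT2 (−2.17) and AIFM1 (−1.97), which encode proteins of the inner membrane, the intermembrane space and the matrix. The higher ones were DNM1 (1.55), FKBP10 (1.68), ADAM28 (2.28) and LGALS3 (2.30), of which LGALS3 is a lectin abundant in macrophages. In the study's table of 233 genes, 67 of the matched genes occur, 28.8% of it. This deposited list comes from g:Profiler, while the paper's share was counted in OmicsBean, which was not run here. These genes were chosen on the same samples, so the lists fixed in advance are given beside them. Which members of those lists carry names still depended on their change in these samples. Of 20 genes of fatty acid oxidation, 13 were named, and 8 of these fell while 5 did not pass in limma (13 fell when adjusted over the list alone, with the pig as a replicate block, and without pig 4). The fatty acid transporter CD36 fell by 1.90 and the acyl-CoA synthetase ACSL1 by 2.30, while the fatty acid binding protein FABP3 had a log2 fold change of −3.09 (standard error 0.84, adjusted p = 0.0572, 0.00244 with the replicate block). Of 26 mitochondrial ribosomal proteins, 9 were named and 3 fell (6 when adjusted over the list alone, 7 with the replicate block, 9 without pig 4), among them MRPL49 (−1.31) and MRPS18B (−1.25). Of the ribosomal list none passed without infarcted replicate 1 or 3 or without remote replicate 1, 2 or 3, and 9 did without remote replicate 4. Of the fatty acid list 4 passed without infarcted replicate 1, remote replicate 1 or remote replicate 2, 5 without infarcted replicate 3 and 13 without remote replicate 4. The transcript of CD36 shares its annotation with an unnamed locus. Single arrays also ended the calls for CD36 without infarcted replicate 1 or remote replicate 1 or 2 (up to 0.0612), SLC25A4 without infarcted replicate 1 or remote replicate 1, 2 or 3 (up to 0.0693), MRPL49 without infarcted replicate 1, 2 or 3 or remote replicate 1, 2 or 3 (up to 0.119) and MRPS18B without infarcted replicate 1 or 3 or remote replicate 1, 2 or 3 (up to 0.0848).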

Finally, 25% of DEGs are associated with *oxidoreductase activity* (GO:0016491), *NADH dehydrogenase (quinone) activity* (GO:0050136) being the term with the maximal annotated level in the molecular function category (Figure 3C).

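Of 66 genes with oxidoreductase activity in the authors' deposited enrichment table, 58 fell and 8 rose in infarcted tissue in limma. Of the 233 genes in the study's table, 47 belong to this term, which is 20.2%. The deposited list is from g:Profiler, and the paper's share comes from OmicsBean, which was not run here. All 8 differentially expressed genes of NADH dehydrogenase (quinone) activity fell, with a median log2 fold change of −2.04. Other lower genes of the oxidoreductase term are IVD (−2.48), ACADSB (−2.26), NNT (−1.85) and PRDX3 (−1.47), enzymes of amino acid breakdown, NADPH production and peroxide removal in mitochondria. These counts come from genes that the study selected on the same samples and are not independent evidence. Of 40 subunits of complexes II to V, a list fixed in advance, 15 were named and 6 of these fell while 9 did not pass (9 fell when adjusted over the list alone, 12 with the pig as a replicate block, 14 without pig 4). The cytochrome oxidase subunit COX5B had a log2 fold change of −2.01 (standard error 0.31, adjusted p = 0.00440) from limma, and the ATP synthase subunits ATP5G1 and ATP5B had −2.11 and −1.32. Without remote replicate 1 or remote replicate 2 the count for complexes II to V was 2, and without infarcted replicate 1 or infarcted replicate 3 it was 3, and without remote replicate 4 it was 14. The adjusted p exceeded 0.05 for ATP5B without infarcted replicate 1, 3 or 4 or remote replicate 1, 2 or 3 (up to 0.122) and PRDX3 without infarcted replicate 1, 2 or 3 or remote replicate 1, 2 or 3 (up to 0.104).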

In addition, DEGs validated by proteomics were divided by their expression trend (Figure 4A) and analyzed using g:Profiler online tool and Reactome data source. Enrichment analysis in up-regulated genes in the infarcted area revealed that these genes are related to processes such as *Extracellular matrix organization* (R-SSC-1474244), *Platelet activation, signaling, and aggregation* (R-SSC-76002), *Neutrophil degranulation* (R-SSC-6798695), *Collagen formation* (R-SSC-1474290), *Immune system* (R-SSC-168256) (the term with more up-regulated genes) (Figure 4B). On the other hand, down-regulated genes in infarcted myocardium are associated with terms including *The citric acid (TCA) cycle and respiratory electron transport* (R-SSC-1428517), *Respiratory electron transport* (R-SSC-611105), and *Striated Muscle Contraction* (R-SSC-390522) (Figure 4C).

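Up-regulated genes in infarcted tissue comprised matrix proteins, receptors and signalling proteins of leukocytes, and genes of smooth muscle. In the authors' deposited enrichment table for the higher genes, 55 genes belong to the immune system term, 19 to platelet activation, signaling and aggregation and 16 to extracellular matrix organization, and every one of them rose here in limma. Within the matrix term, ADAM12 (2.86), SDC2 (2.12) and COL11A1 (1.88) rose besides fibronectin, which encode a metalloprotease of the cell surface, a syndecan and a fibrillar collagen. Within the platelet term the members include the purinergic receptor P2RY12 (2.00) and the signalling proteins LCP2 (1.59) and VAV1 (1.83), which leukocytes also express. The study took these genes as higher in the same samples, so their direction is not independent evidence. Of 10 smooth muscle and myofibroblast contractile genes, a list fixed in advance, 5 were named, and 4 of these rose and 1 fell. ACTA2, the smooth muscle actin of myofibroblasts, had a log2 fold change of 2.47 (standard error 0.48, adjusted p = 0.0142) from limma, followed by TAGLN (1.69) and CALD1 (1.69), whereas smoothelin SMTN fell by 1.04. The same 4 and 1 were counted when adjusted over the list alone. Without infarcted replicate 1, infarcted replicate 3 or remote replicate 1, 2 of the 10 rose and SMTN did not pass, nor did it without remote replicate 2. Calls were also lost for ACTA2 without infarcted replicate 1 or 3 or remote replicate 1 (up to 0.0533) and SDC2 without infarcted replicate 1, 2 or 3 or remote replicate 1, 2, 3 or 4 (up to 0.127), in adjusted p.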

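The genes that the study called lower in infarcted tissue include genes of the respiratory chain and the citric acid cycle. The authors' deposited enrichment table for the lower genes gives 25 genes for the TCA cycle and respiratory electron transport and 18 for respiratory electron transport alone, and all of them fell in limma, with a median log2 fold change of −2.00 in both terms. The same table places 82 lower genes under metabolism, with a median of −1.92. Members outside the respiratory chain include the glycogen phosphorylase PYGM (−2.93), the phosphoglucomutase PGM1 (−1.85) and the aminotransferase GOT1 (−2.64). The study selected these genes as lower in the same samples, which is not independent evidence.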

### 3.4. Immune System Process in Infarcted Myocardium

Taking into account the relevance of the immune system in the myocardium after infarction, we analyzed the activation of pathways related to this term. For this purpose, up-regulated genes in infarcted myocardium and classified into the Immune system (R-SSC-168256) category were analyzed with the Reactome pathway online tool. This pathway is hierarchically divided into another three pathways: *Cytokine signaling in immune system* (R-HSA-1280215.5), with 6 entities found, *Innate immune system* (R-HSA-168249.8), with 16 entities found, and *Adaptive immune system* (R-HSA-1280218.5), with 9 entities found. In a more in-depth analysis, we can see that the most significant pathway is *Neutrophil degranulation* (R-HSA-6798695.2), with 12 of 19 genes associated with the Immune system pathway (Figure 5).

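The genes that the study called higher in infarcted tissue include genes of neutrophil degranulation. These encode granule and lysosomal proteins found in neutrophils and in other myeloid cells. The authors' deposited enrichment table gives 23 genes for this term among the higher genes. All 23 rose in limma, and 11 of them are in the study's table of genes with a protein change of the same direction. The largest rises were those of the transcript that lists the macrophage lysosomal protein CD68 among several symbols (3.01), the actin regulator GMFG (2.97) and the cathepsin CTSH (2.84). The leukocyte antigen CD45, encoded by PTPRC, rose by 2.20 and the neutrophil lipocalin LCN2 rose by 1.31. The list was chosen on these samples, so it is not independent evidence of direction. Of 16 neutrophil markers fixed in advance only 3 were named, and 2 of these rose (3 when adjusted over the list alone). S100A8, a calcium-binding protein of neutrophils and monocytes, had a log2 fold change of 2.33 (standard error 0.48, adjusted p = 0.0176) from limma, and S100A12 had 1.84 (standard error 0.57, adjusted p = 0.0977). Without infarcted replicate 1 the count of the study's term was 13, without infarcted replicate 3 or remote replicate 1 it was 14, and without remote replicate 3 it was 15. Of the 16 markers 1 rose without infarcted replicate 1 or 2 or remote replicate 1 or 3. The call for S100A8 was lost without infarcted replicate 1 or 2 and without remote replicate 1 or 3 (adjusted p up to 0.0601).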

### 3.5. Protein–Protein Interaction Enrichment between Infarcted and Remote Myocardium

From the Metascape database, the protein–protein interaction network of the biological pathways was acquired, which relates the subset of proteins and their associated Reactome term following the molecular complex detection (MCODE) algorithm. The MCODE algorithm was applied to identify densely connected network components. In the whole screening process, eight clusters of MCODE with closely related functions were found and are displayed in different colors. 

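Of the 8 protein groups in the network, 2 fell throughout in infarcted tissue and 1 rose throughout. The first group, with complex I subunits and the assembly factor ECSIT (−2.08), has 16 genes, all lower, with a median log2 fold change of −2.00. The sixth group, 8 genes, was lower throughout with a median of −2.11. The eighth group, 6 genes, was higher throughout with a median of 1.68. The remaining groups held genes of both directions. In the second group 15 metabolic genes fell and the aldehyde dehydrogenase ALDH2 rose, and in the fourth 11 fell and the transcript of the cytoskeletal actins ACTB and ACTG1 rose by 1.56. The third group, which joins Z-disc and membrane proteins to annexins, had 7 genes higher, such as NDRG1 (1.38), and 7 lower, such as the sodium pump subunit ATP1B1 (−1.94). In the fifth group 5 rose and 7 fell, and in the seventh 1 rose and 6 fell. Every gene of the 8 groups passed the adjusted p from limma, also with the pig as a replicate block and without pig 4. The genes were differentially expressed in these samples to begin with, so the counts are not independent evidence of direction. Leaving out 1 array ended the calls for ACTB without infarcted replicate 1 or 3 or remote replicate 1 (up to 0.0609), ECSIT without infarcted replicate 1 or 3 or remote replicate 1, 2 or 3 (up to 0.0836) and NDRG1 without infarcted replicate 1 or 3 or remote replicate 1 (up to 0.0609), in adjusted p.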

The best-scoring terms by *p*-value of different MCODE are associated with *Complex I biogenesis* (R-HSA-6799198), *Respiratory electron transport* (R-HSA-611105), *Muscle contraction* (R-HSA-397014), and *Extracellular matrix organization* (R-HSA-1474244) (Figure 6).

## 4. Discussion

The literature describes the remote region of cardiac tissue after MI as a non-infarcted tissue that has not undergone oxygen deprivation but activates compensatory mechanisms that constitute a risk factor for heart failure development. In this sense, the remote region cannot be considered a healthy tissue because homeostasis in this area is also altered [6]. Knowledge of the molecular mechanisms underlying ischemic and non-ischemic tissue after acute myocardial infarction (AMI) is necessary to identify new therapeutic targets that will allow the development of treatment strategies focused on each myocardial area.

After AMI, apoptosis and necrosis mechanisms are activated in cardiomyocytes surrounding the infarcted area. The metabolic consequences of ischemia are reflected in remote areas of the myocardium where the surviving cardiomyocytes have to activate compensatory mechanisms to maintain cardiac functionality [19], involving multiple signaling pathways in different myocardium areas. However, the low percentage of differentially expressed transcripts between remote and infarcted areas shown in this study indicates that the altered mechanisms could be very similar and affect the entire myocardium.

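Most transcripts had similar log2 signals in infarcted and remote tissue, and the median size of the log2 fold change over all 25470 transcripts was 0.25. The average change was smaller than 2-fold for 91.1% of transcripts and larger than 4-fold for 1.74%. These shares include transcripts whose signals are not shown to be above background, and no share over detected transcripts was computed. Counting transcripts with and without a symbol, 5.38% passed both limits in limma, while 7.89% did with the pig as a replicate block and 10.4% did without pig 4. At an unadjusted p under 0.05 the share was 16.9%. On simulated values with the spread of these arrays, 16% of 50 transcripts changed by 1 on the log2 scale were called. The share was 74% of those changed by 2, 88% of those changed by 3 and 98% of those changed by 4. A change of 1 is the fold limit itself, so estimates under it were not called whatever the spread. Only 200 transcripts were changed, so the adjusted p was harder to reach than on the real arrays. From the low percentage of differentially expressed transcripts the paper proposes that the altered mechanisms could be much alike in both areas and involve the whole myocardium.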

To validate the transcriptomic results, proteomic analysis was performed. It is known that values of mRNA and protein abundance are not necessarily correlative because biological factors and technique limitations are important considerations that alter the central dogma of molecular biology [20]. In our dataset, the Pearson correlation coefficient (r_p_) between transcript and protein abundance was 0.7225, similar to the result obtained by *Popovic* et al. in single mammalian cells [21] and over other data in different organisms [20], which indicates that subsequent enrichment analyses are performed with accurate data.

Systems biology requires large datasets to draw meaningful conclusions from complex biological samples. Using our MI model, we attempted to reproduce a biological system to obtain valuable information. Our first approach was enrichment analysis with the differentially expressed genes between remote and ischemic myocardium. All GO categories indicate that the main mechanism altered between areas is mitochondrial respiration. In cardiomyocytes, oxygen deprivation activates processes related to impaired mitochondria, inhibiting the Krebs cycle, decreasing ATP production, and increasing ROS generation and intracellular accumulation of Na^+^ and Ca^2+^. Moreover, Ca^2+^ and ROS accumulation are increased during reperfusion, leading to the opening of the membrane permeability transition pore in the mitochondria and cardiomyocyte death [22]. Therefore, cardiomyocytes in the infarcted area suffer irreversible loss, and the infarcted myocardium cannot recover contractile function. However, surviving cardiomyocytes in the remote myocardium, which are also undergoing mitochondrial oxidative stress, become hypertrophied to compensate for the loss of function contributing to cardiac remodeling [23]. The combination of all these alterations triggers the functional impairment of the heart and makes the mitochondria a potential target for treatment.

Inflammatory and immune responses are mechanisms also activated after ischemia/reperfusion injury. The cells of the immune system and their secreted factors are known to play crucial roles in the initiation, progression, and resolution of inflammation [24]. In the inflammatory phase after MI, leukocytes are not only recruited to the site of the infarcted myocardium [25] but also to remote zones. These sections have been associated with the activation of pro-inflammatory pathways and infiltration of leukocytes [26]. 

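Macrophage genes were higher in infarcted than in remote tissue. Of 24 macrophage and monocyte markers fixed in advance, 9 were named in the authors' deposited table, and all 9 rose in limma, also when adjusted over the list alone. Cathepsin S CTSS, a lysosomal protease, had a log2 fold change of 2.73 (standard error 0.37, adjusted p = 0.00247), and the colony stimulating factor receptor CSF1R, which macrophages need to survive, had 1.58 (standard error 0.23, adjusted p = 0.00354). The signalling adaptors TYROBP and FCER1G rose by 2.01 and 1.89, the scavenger receptor MSR1 by 2.03 and AIF1 by 1.79. In direction these 9 genes stood apart from the other named genes, of which 574 were higher and 754 lower (Fisher's exact test, 2-sided, with co-regulated genes taken as independent, adjusted p = 0.00316 over 23 lists). Of 18 cytokines and chemokines, 3 were named and 2 rose, also when adjusted over the list alone, CSF1 (1.46) and TGFB3 (1.70), while CCL2 had 0.98 (standard error 0.41, adjusted p = 0.241). Of 18 lymphocyte markers, 2 were named and 1 rose, NKG7 (1.48), against 2 when adjusted over the list alone, with the pig as a replicate block or without infarcted replicate 2. No member of the lists for MHC class II (8 genes), interferon-stimulated genes (12) or complement (11) was named, so these were not analysed here. CD68 is not among the 9 because its transcript lists several symbols. The transcripts of CSF1R and CSF1 share their annotation with an unnamed locus.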

In our analysis, the *Immune system* is the Reactome term with more genes up-regulated in infarcted tissue. These results are consistent with previous studies in which the accumulation of monocyte and macrophage in the remote myocardium is lower than in the infarct zone [27]. These differences could be due to the systemic inflammation caused by myocardial ischemia, where remote areas of the myocardium and remote organs express lower levels of proinflammatory cytokines and leukocyte infiltration [28].

In our protein–protein interaction enrichment analysis, most of the subsets of proteins are related to mitochondrion function. 

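Complex I passes electrons from NADH to ubiquinone in the inner mitochondrial membrane. Of its 37 subunits fixed in advance, 30 were named, and all 30 had lower signals in infarcted tissue, from −0.97 for NDUFS5 to −2.85 for NDUFA13. In limma 16 of them fell and 14 did not pass over all transcripts, while 28 fell when adjusted over the list alone, 26 with the pig as a replicate block and 30 without pig 4. NDUFA13 went from 8.38 ± 0.77 in remote to 5.53 ± 0.69 in infarcted tissue (SD, n = 4 pigs; standard error of the change 0.42, adjusted p = 0.0037 from limma). The NADH-binding subunit NDUFV1 had −1.86 (standard error 0.32, adjusted p = 0.00853) and NDUFA9 −2.18 (standard error 0.28, adjusted p = 0.00210). Other subunits that fell include NDUFS8 (−1.83) and NDUFB11 (−2.71). Against the other named genes, of which 583 were higher and 724 lower, the direction of the list differed (Fisher's exact test, 2-sided, with co-regulated genes taken as independent, adjusted p = 8.07e-07 over 23 lists). In remote tissue the array of pig 4 was the lowest for many of these genes, with NDUFB8 at 7.25 and NDUFS8 at 4.01, and leaving out this array alone gave 30 lower subunits. Without infarcted replicate 1 the count was 10, and calls were lost for NDUFB6 without infarcted replicate 1, 2, 3 or 4 or remote replicate 1, 2 or 3 (up to 0.138), NDUFB8 without infarcted replicate 1, 3 or 4 or remote replicate 1, 2 or 3 (up to 0.151), NDUFS8 without infarcted replicate 1, 2, 3 or 4 or remote replicate 1, 2 or 3 (up to 0.154) and NDUFB11 without infarcted replicate 1 or 3 or remote replicate 1, 2 or 3 (up to 0.0997), in adjusted p.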

We found that expression of *mitochondria electron transport chain complex I* genes (*NDUFs*) are diminished in infarcted tissue. Similar results evaluating complex I activity in heart failure have been published elsewhere [29,30]. These findings suggest that the cardiomyocyte death in infarcted tissue may be due to the inactivation of complex I, which ultimately reduces oxygen respiration and ATP synthesis, as previously published [31]. In addition, complex I deficiency causes metabolic alterations, accumulating metabolites with consequent inflammation [31]. The low expression of glycolytic enzymes such as ENO3 and GAPDH reduces the production of glycolytic ATP, which is critical to maintaining contractility function. This mechanism is key in hibernating myocardium, where the overexpression of these enzymes guarantees the additional ATP production at low pressure of oxygen [32,33].

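Of the glycolytic enzymes, ENO3 and GAPDH were lower in infarcted tissue. ENO3, the muscle enolase, had a log2 signal of 5.26 ± 1.06 (SD, n = 4 pigs) in infarcted and 8.00 ± 0.89 in remote tissue, a log2 fold change of −2.74 (standard error 0.54, adjusted p = 0.0147) from limma. GAPDH, which oxidises glyceraldehyde phosphate, had −1.34 (standard error 0.33, adjusted p = 0.0367), and its remote signal in pig 4, 10.01, lay below the other remote samples. The list of 17 glycolysis genes had 5 named members, and 3 of these fell and 2 did not pass, while 3 fell and 2 rose when adjusted over the list alone, with the pig as a replicate block and without pig 4. With quantile normalization 1 rose, and without infarcted replicate 4 there were 2. The members that did not pass over all transcripts were lactate dehydrogenase LDHA, with 2.09 (standard error 0.59, adjusted p = 0.0663) and an adjusted p of 0.00177 with the replicate block, and the ubiquitous enolase ENO1, with 1.79 (standard error 0.57, adjusted p = 0.106, 0.0191 with the replicate block). The call for ENO3 was lost without infarcted replicate 1 or any of remote replicates 1, 2 and 3 (adjusted p up to 0.0563). Without infarcted replicate 1 or any of remote replicates 1 to 3, 1 gene of the list fell. The call for GAPDH was lost without any array other than that of remote replicate 4 (up to 0.125).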

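Genes of hemostasis moved in both directions in infarcted tissue. The authors' deposited enrichment table over all differentially expressed genes gives 37 genes for hemostasis, of which 24 rose and 13 fell in limma, and 16 for platelet degranulation, of which 10 rose and 6 fell. Higher members include the growth factor IGF1 (2.43), pleckstrin PLEK (1.85) and the surface protein CD109 (1.33). Lower members include the tubulin TUBA8 (−2.66) and the vascular growth factors VEGFA (−1.21) and VEGFB (−1.39). The study chose both lists on these samples, so they are not independent evidence of direction. Of 8 platelet markers fixed in advance, only ITGB3 was named, with a log2 fold change of 1.39 (standard error 0.47, adjusted p = 0.133) from limma, which did not pass, nor did it when adjusted over the list alone, though it did without pig 4 (adjusted p = 0.000172).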

Some proteins related to hemostasis and platelet degranulation are dysregulated when remote and infarcted tissues are compared. *THBS1* is up-regulated in injured tissue in response to pressure overload, resulting in adverse cardiac remodeling [34]. 

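THBS1, the matricellular protein thrombospondin 1, had a log2 signal of 8.57 ± 0.93 (SD, n = 4 pigs) in infarcted and 6.59 ± 0.55 in remote tissue. This is a log2 fold change of 1.97 (standard error 0.44, adjusted p = 0.0241) from limma. The signal was higher in infarcted tissue in all 4 pigs, but hardly so in pig 4, at 7.35 against 7.31 in remote tissue. The call was lost without infarcted replicate 1 or 3 and without remote replicate 1, 2 or 3 (adjusted p up to 0.0852).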

In mice, the treatment with AngII increased *THBS1* expression in the heart, which in turn increased collagen deposition during cardiac remodeling. Moreover, AngII stimulates cardiac hypertrophy induced by calcium overload through the impaired function of ATP2a2, an ATPase that pumps calcium into the sarcoplasmic reticulum lumen, which is down-regulated in infarcted tissue [35]. On the other hand, our results showed an increase in the expression of *ANXA5*, similar to that in human patients with myocardial infarction in which cell death in the infarct area was marked by annexin-V after reperfusion [36].

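Genes of calcium handling in cardiomyocytes fell in infarcted tissue. ATP2A2 had a log2 signal of 5.11 ± 0.17 (SD, n = 4 pigs) in infarcted and 6.94 ± 0.24 in remote tissue, a log2 fold change of −1.83 (standard error 0.21, adjusted p = 0.00136) from limma, lower in all 4 pigs. Of 13 calcium handling genes fixed in advance, 8 were named, and 7 of these fell and 1 did not pass, with 7 when adjusted over the list alone. The largest falls were those of the calcium channel subunit CACNB2 (−3.02), the calcium-binding protein of the reticulum HRC (−2.90) and the release channel RYR2 (−2.88), followed by phospholamban PLN (−2.53), which regulates the pump, and calsequestrin CASQ2 (−2.03). The channel subunit CACNA1C had −1.10 (standard error 0.44, adjusted p = 0.223, 0.0410 with the replicate block) and did not pass. The direction of the list differed from that of the other named genes (Fisher's exact test, 2-sided, with co-regulated genes taken as independent, adjusted p = 0.0289 over 23 lists). The call for PLN was lost without infarcted replicate 1 or 3 and without remote replicate 1, 2 or 3 (adjusted p up to 0.066), and the transcript of RYR2 shares its annotation with an unnamed locus.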

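ANXA5, a phospholipid-binding annexin, had a log2 signal of 7.03 ± 0.39 (SD, n = 4 pigs) in infarcted and 5.63 ± 0.36 in remote tissue. The log2 fold change was 1.40 (standard error 0.27, adjusted p = 0.0127) from limma, with higher signals in infarcted tissue in all 4 pigs. The adjusted p was at most 0.0444 with any 1 array left out.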

Other evidence confirming that mitochondria are the main compartment affected in ischemic tissue compared to remote is the interaction proteins related to the citric acid (TCA) cycle. 

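Genes of the citric acid cycle and of pyruvate oxidation were lower in infarcted tissue. IDH2, the NADP-dependent isocitrate dehydrogenase of mitochondria, went from a log2 signal of 8.38 ± 0.36 (SD, n = 4 pigs) in remote to 6.72 ± 0.09 in infarcted tissue, a log2 fold change of −1.66 (standard error 0.23, adjusted p = 0.00256) from limma. It was lower in all 4 pigs and kept an adjusted p of at most 0.0143 with any 1 array left out. Of 20 genes of this list fixed in advance, 12 were named, and 9 of these fell and 3 did not pass (11 fell when adjusted over the list alone). Other members that fell include the subunits of the NAD-dependent isocitrate dehydrogenase IDH3B (−2.28), IDH3A (−1.74) and IDH3G (−1.30), citrate synthase CS (−1.30) and the pyruvate dehydrogenase subunit PDHB (−1.74), whereas SUCLA2 had −1.47 (standard error 0.61, adjusted p = 0.241, 0.00683 with the replicate block). The direction of the list differed from that of the other named genes (Fisher's exact test, 2-sided, with co-regulated genes taken as independent, adjusted p = 0.00572 over 23 lists). Without remote replicate 1, 2 or 3 the count was 3, without infarcted replicate 3 it was 4 and without infarcted replicate 1 it was 5. The transcripts of CS and IDH3B share their annotation with an unnamed locus. Left-out arrays ended the calls for CS without infarcted replicate 1 or 3 or remote replicate 1, 2 or 3 (up to 0.0603), IDH3A without remote replicate 1, 2 or 3 (up to 0.0547), IDH3G without infarcted replicate 1, 2 or 3 or remote replicate 1, 2 or 3 (up to 0.0698) and PDHB without infarcted replicate 1, 2, 3 or 4 or remote replicate 1, 2 or 3 (up to 0.129), in adjusted p.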

The down-regulated genes *ACO2* and *IDH2* participate in the citrate and isocitrate metabolic pathways in the TCA cycle in the mitochondrial matrix and the cytosol (COMPLEX I) [37]. MI patients have a higher incidence of *IDH2* gene variations [38], and in the mouse model of I/R, mitochondria isolated from ischemic tissue showed a diminished expression of *ACO2* [39].

In terms of cardiac structural proteins that contribute to muscle contraction, several genes differ in the infarcted myocardium. Sarcomeric proteins such as actin, myosin, tropomyosin, or myosin-binding proteins, encoded by the *ACTN2*, *TPM1*, *MYL3*, and *MYBPC3* genes, were down-regulated in ischemic tissue. 

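The 4 genes named by the paper were lower in infarcted tissue in all 4 pigs. The Z-disc actinin ACTN2 had a log2 fold change of −2.81 (standard error 0.62, adjusted p = 0.0229) from limma, the ventricular myosin light chain MYL3 −2.50 (standard error 0.50, adjusted p = 0.0147), the myosin-binding protein MYBPC3 −3.43 (standard error 0.71, adjusted p = 0.0176) and tropomyosin TPM1 −1.41 (standard error 0.23, adjusted p = 0.00580). Of 21 sarcomere genes fixed in advance, 13 were named, and 9 of these fell and 4 did not pass (13 fell when adjusted over the list alone). The largest falls were those of MYOM2 (−3.94), the Z-disc gene LDB3 (−3.41) and titin cap TCAP (−3.29), while the ventricular myosin heavy chain MYH7 had −1.55 (standard error 0.44, adjusted p = 0.0716, 0.0426 with the replicate block). In direction the list differed from the other named genes (Fisher's exact test, 2-sided, with co-regulated genes taken as independent, adjusted p = 0.00347 over 23 lists). The calls for ACTN2 and MYL3 were lost without infarcted replicate 1 or remote replicate 1, 2 or 3 (adjusted p up to 0.078 and 0.0574), and that for MYBPC3 without infarcted replicate 1 or 3 or remote replicate 1 or 2 (up to 0.0645). Without infarcted replicate 1 or remote replicate 2 the sarcomere count was 5, and the transcript of MYBPC3 shares its annotation with an unnamed locus.

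**Figure D2:**
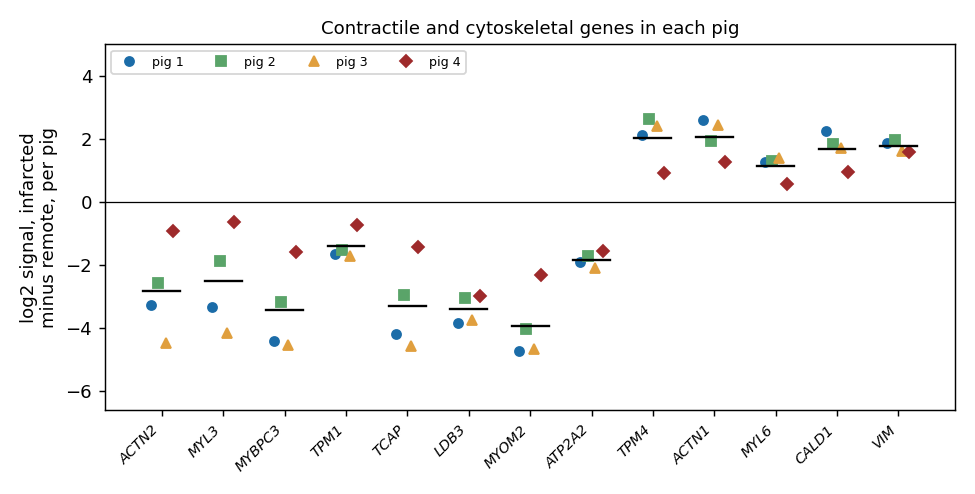
Difference in log2 signal, infarcted minus remote tissue, of 8 cardiomyocyte genes and 5 genes of smooth muscle and non-muscle cells, 1 symbol per pig, with a bar at the mean of the 4 pigs. Each gene lies on the same side of 0 in all 4 pigs, and pig 4 is closest to 0 for all 13.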

While remote tissue maintains an impaired contractility function, the ischemic area cannot recover this functionality. All of these genes have been evaluated in the interventricular septal myocardium of hypertrophic cardiomyopathy human patients showing different expression patterns when compared to control donors [40]. This may suggest that contractility is impairing the entire myocardium, although the degree of impairment is higher in the ischemic area.

In the proliferative phase of MI, myofibroblasts accumulate in the infarcted area and produce large amounts of extracellular matrix proteins. This collagen-based matrix is composed of other proteins, such as thrombospondin 1 or SPACRC, which promotes matrix organization, resulting in a mature scar [41]. 

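Genes of the collagen-based matrix rose in infarcted tissue. SPARC, a collagen-binding matricellular protein, had a log2 signal of 8.90 ± 0.44 (SD, n = 4 pigs) in infarcted and 7.28 ± 0.75 in remote tissue, a log2 fold change of 1.62 (standard error 0.37, adjusted p = 0.0269) from limma, and thrombospondin 1 rose as well. Of 27 genes for collagens and extracellular matrix fixed in advance, 15 were named, and all 15 rose, also when adjusted over the list alone. The chains of the main scar collagens COL1A1, COL3A1 and COL1A2 rose by 3.00, 2.30 and 2.57, tenascin TNC by 2.41, COL5A2 by 2.08 and COL6A3 by 1.57. The direction of this list differed from that of the other named genes (Fisher's exact test, 2-sided, with co-regulated genes taken as independent, adjusted p = 4.07e-05 over 23 lists). Of 17 genes of collagen processing and matrix turnover, 9 were named, and 4 of these rose, 1 fell and 4 did not pass (8 rose and 1 fell when adjusted over the list alone, with the pig as a replicate block and without pig 4). The gelatinase MMP2 rose by 1.67, the collagen lysyl hydroxylase PLOD2 by 1.73 and the protease inhibitor TIMP1 by 1.49, whereas the inhibitor TIMP3 fell by 1.10 and the crosslinking enzyme LOX had 1.26 (standard error 0.44, adjusted p = 0.142, 0.0317 with the replicate block). Without infarcted replicate 1, 9 of the 15 matrix genes rose, and 2 of the turnover genes rose without infarcted replicate 1, infarcted replicate 3 or remote replicate 1 and 8 without infarcted replicate 4. The call for TIMP3 was lost without infarcted replicate 1, 2 or 3 or remote replicate 1 or 3 (adjusted p up to 0.099), and the call for SPARC was lost without any of infarcted replicates 1 to 3 or remote replicates 1 and 2 (adjusted p up to 0.0947). The transcripts of SPARC, COL1A1, COL1A2 and TNC share their annotation with an unnamed locus. Further calls ended for COL1A1 without infarcted replicate 1 or 3 (up to 0.0642), COL3A1 without infarcted replicate 1, 2 or 3 or remote replicate 1, 2 or 3 (up to 0.109) and TIMP1 without infarcted replicate 1, 2 or 3 or remote replicate 1, 2 or 3 (up to 0.115), in adjusted p.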

Our results showed an increase in the expression of these proteins in the ischemic area, indicating that the proliferative phase begins one week after MI induction.

The use of healthy animals in these procedures is one of the limitations of this study. Therefore, in order to put the results in context, it should be taken into account that humans are generally diabetic, hypertensive, obese, etc., and these conditions could alter the obtained results in healthy pigs.

## 5. Conclusions

In conclusion, the aim of this study was to investigate differences in gene expression between remote and infarcted areas from infarcted myocardium. The combined use of transcriptomic and validation with proteomic analysis has been shown to be an effective method to establish the main differences between infarcted and remote tissues. As a result, the main impaired pathways were mitochondria respiration and extracellular matrix organization; however, the expression pattern in the immune system is related to both areas due to systemic inflammation triggered by myocardial infarction. Our study provided valuable information that could contribute to a deeper understanding of the molecular mechanism activated in the entire myocardium after MI and establish therapeutic targets in targeted treatment in the myocardial area of interest.

## Figures and Tables

**Figure 1:**
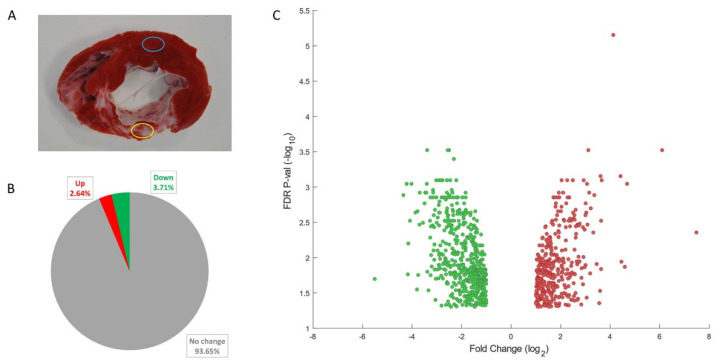
Transcriptomic results. Representative TTC-stained heart slice obtained from an animal belonging to the study. Sampling was performed from the ischemic (yellow circle) and remote (blue circle) areas (**A**). Pie chart represents the 14,430 transcripts identified by microarrays and assigned with ID, where the green slice represents the proportional value of down-regulated genes, the red slice represents the up-regulated genes, and the grey slice represents no changed genes (**B**). DEGs are visualized in a volcano plot according to FDR p-value (-log10) and fold change (log2). Green dots represent down-regulated genes and red dots, up-regulated genes (**C**). DEGs: differentially expressed genes. FDR *p*-value < 0.05. Fold change: >2 or <−2.

**Figure 2:**
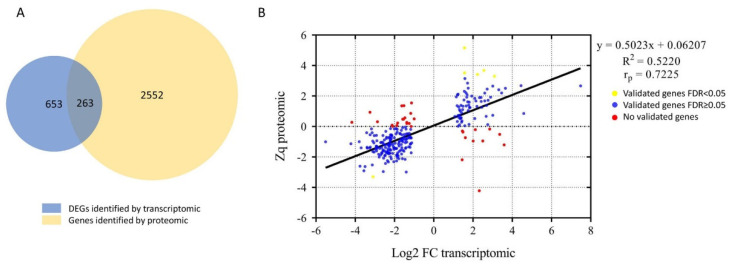
Proteomic validation. Venn diagram shows the intersection between DEGs identified by transcriptomic (yellow circle) and genes identified by proteomic (blue circle) (**A**). The scatter plot shows the correlation analysis of the expression changes through both transcriptomics and proteomics for the Venn diagram intersection data, including linear regression analysis. Genes that were significantly regulated (FDR < 0.05) in both RNA and protein are highlighted in yellow, validated genes that were not significantly regulated (FDR > 0.05) in protein are highlighted in blue, and not validated by protein abundance are highlighted in red (**B**). DEGs: differentially expressed genes. R^2^: coefficient of determination. r_p_: Pearson correlation coefficient.

**Figure 3:**
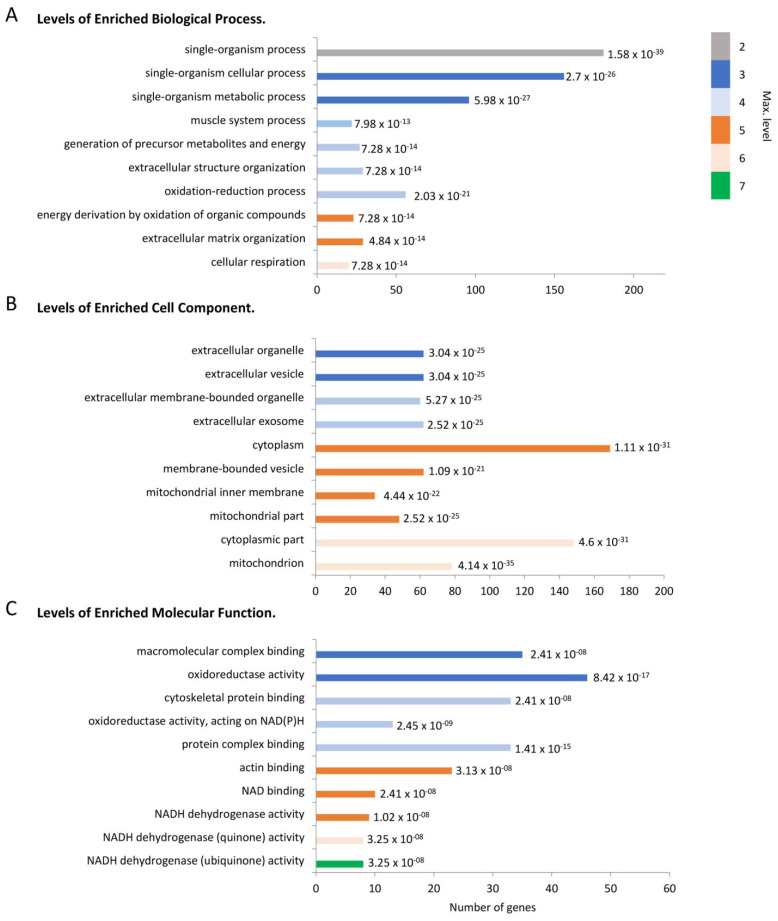
Enrichment analysis of validated genes. Bar charts show enrichment results using only validated DEGs by proteomics. Levels of enriched biological process (**A**), enriched cell component (**B**), and enriched molecular function (**C**) are expressed in percent of genes and divided by max level. DEGs: differentially expressed genes. Max Level: maximal annotated level of this term in the GO graph (tree).

**Figure 4:**
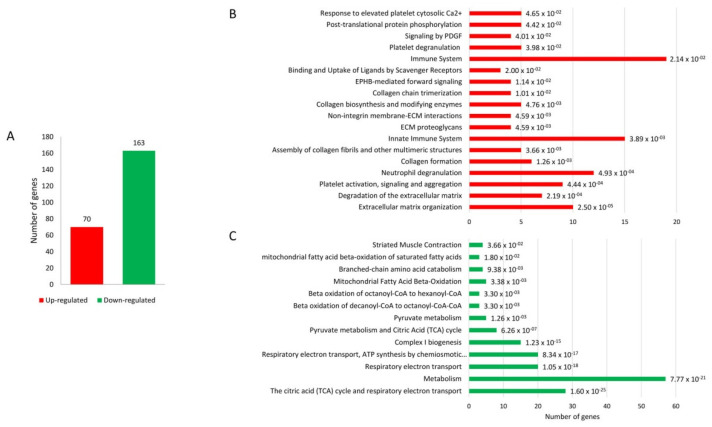
DEGs up- and down-regulated. Number of DEGs validated by proteomics and divided in up- and down-regulated are shown in bar graph (**A**). Enrichment analysis of both datasets were performed using g:Profiler tool and Reactome data source. The green bar graph represents number of down-regulated genes in Reactome terms (**B**), and the red graph, the number of up-regulated genes in Reactome terms (**C**).

**Figure 5:**
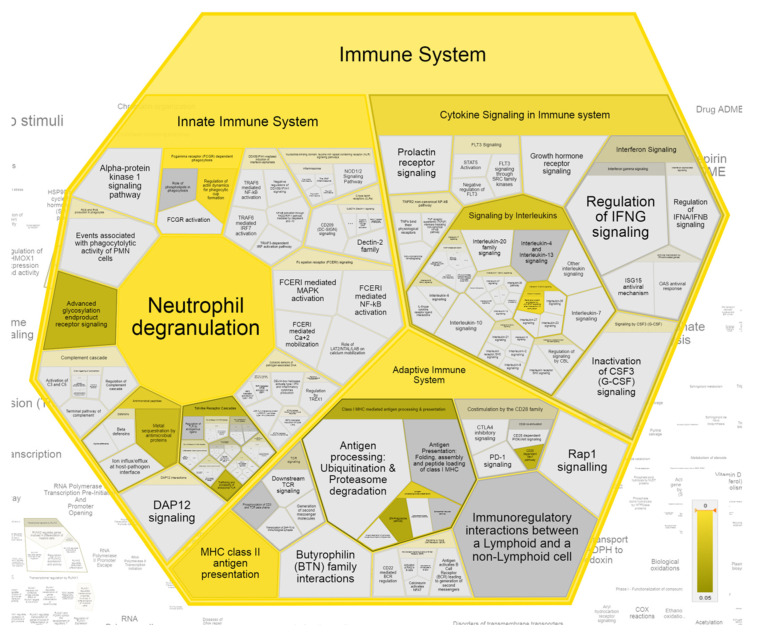
DEGs in the immune system process. Voronoi pathway visualization (Reacfoam) for the identified proteins in the *Immune system* (R-SSC-168256) term. The yellow color code denotes over-representation of that pathway in our input dataset. Light grey signifies pathways which are not significantly over-represented.

**Figure 6:**
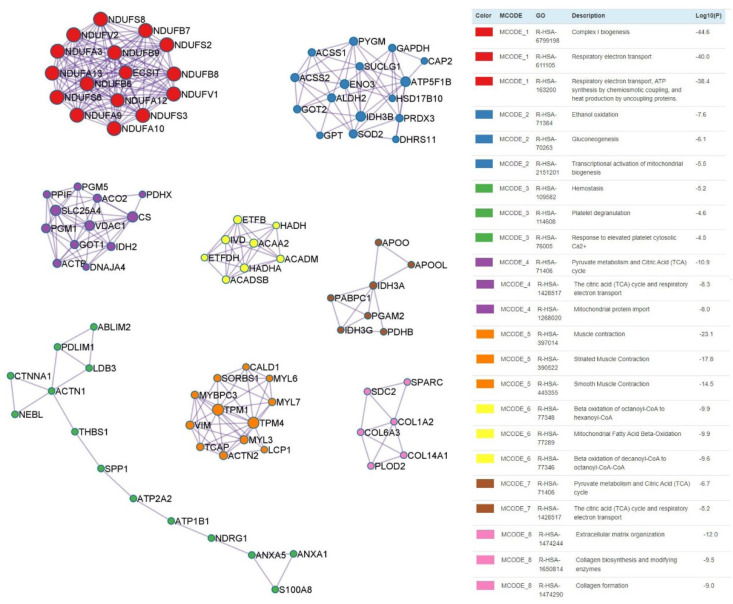
Protein–protein Interaction Enrichment Analysis. Protein–protein interaction analysis of validated DEGs by using the molecular complex detection (MCODE). Each network represents different clusters where the temporal dynamic clustering analysis MCODE algorithm was applied. Reactome enrichment analysis was applied to each MCODE network. Each node represents proteins, and the edge represents the specific interaction between proteins. DEGs: differentially expressed genes.

## Data Availability

The data presented in this study are openly available in the Gene Expression Omnibus (GEO) database with the GEO Submission GSE213657.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biology12030340/s1, Table S1: Gene symbols of up- and down-regulated genes validated by proteomic. Figure S1: Cardiac magnetic resonance study.

## Abbreviations

AMI: acute myocardial infarction; MI: myocardial infarction; CMR: cardiac magnetic resonance; DEGs: differentially expressed genes; GEO: Gene Expression Omnibus; FC: fold change; FDR: false discovery rate; LC-MS/MS: liquid chromatography-tandem mass spectrometry; GO: Gene Ontology; BP: biological process; CC: cellular component; MF: molecular function.

# Supplementary material for: Transcriptome Profile Reveals Differences between Remote and Ischemic Myocardium after Acute Myocardial Infarction in a Swine Model
**Source:** Biology (Basel). 2023 Feb 21;12(3):340. doi: 10.3390/biology12030340
**Supplement:** Supplementary file 1

Supplementary Figure S1: Cardiac magnetic resonance study. Images show delayed enhancement four chamber views of a representative infarcted myocardium at day 3 post infarction (A) and the same animal imaged at the end of the study (10 days) (B). The infarcted area is indicated by white arrows, mainly in the anteroseptal myocardium. Main function cardiac parameters calculated where measures at these times and represented in the table. LVEF left ventricular ejection fraction, EDVi end diastolic volume indexed to body surface area, ESVi end systolic volume indexed to body surface area. Infarct area is expressed as % of the left ventricle(C).

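The table of Figure S1 gives, for 4 animals, the left ventricular ejection fraction, the volumes indexed to body surface area and the infarct size, measured by cardiac magnetic resonance at day 3 and day 10. Ejection fraction is the share of the filled ventricle that each beat expels. In the paper's values it was 24.4% ± 2.56 (SD, n = 4 animals) at day 3 and 30.3% ± 5.61 at day 10 and was higher at day 10 in all 4 animals. The infarct took up 20.0% ± 4.08 of the left ventricle at day 3 and 18.2% ± 3.5 at day 10 in the paper's values and was smaller in all 4 animals. For each of these 2 measures the exact 2-sided permutation test over the 4 pairs gives p = 0.125, the smallest that 4 pairs allow. The indexed end-diastolic volume had a mean of 95.4 ml/m2 at day 3 and 96.7 ml/m2 at day 10 (exact permutation p = 0.875), and the end-systolic volume 72.4 and 67.1 ml/m2 (exact permutation p = 0.625), each higher in 2 animals and lower in 2. The animals of this table carry numbers that do not link them to the pigs of the arrays, so array values were not set against function.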

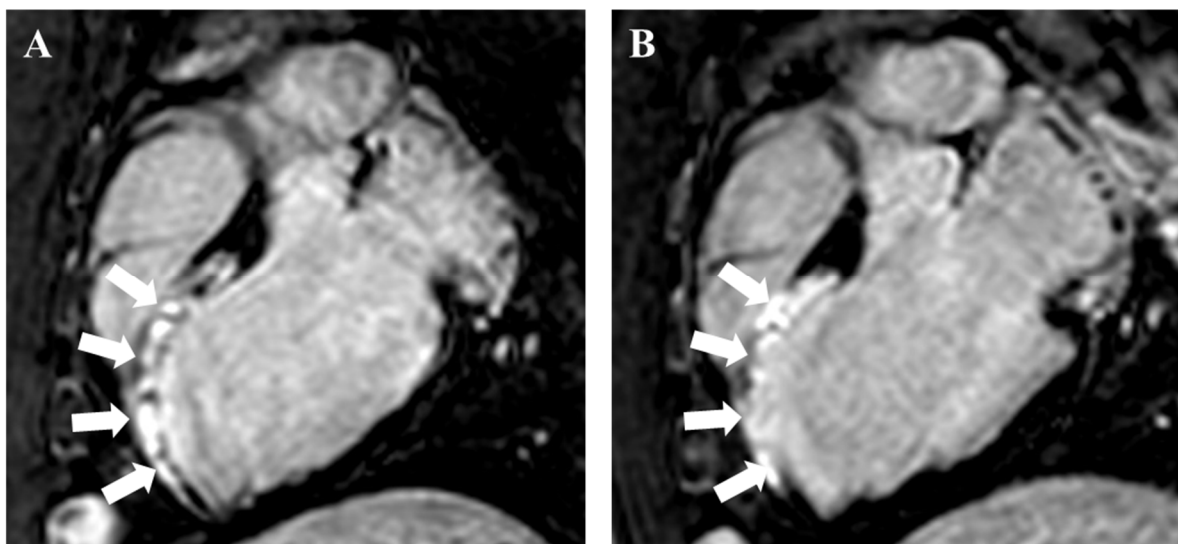

C

Animal	LVEF (%)		%MI		EDVi (ml/m ²)		ESVi (ml/m ²)	
	3 days	10 days	3 days	10 days	3 days	10 days	3 days	10 days
#1	26.00	31.00	22.00	20.00	96.50	116.57	71.37	80.91
#2	27.00	30.00	21.00	20.00	80.48	96.81	59.00	68.02
#3	23.00	37.00	23.00	20.00	117.26	99.74	90.61	62.95
#4	21.50	23.31	14.00	13.00	87.19	73.55	68.45	56.40
Mean	24.37	30.33	20.00	18.25	95.36	96.67	72.36	67.07

How the deposited data were processed for this re-analysis (not part of the article)

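RNA of infarcted and remote left ventricular myocardium from 4 pigs, 4 infarcted and 4 remote samples, was measured on Affymetrix porcine gene arrays with 25470 transcript clusters. The authors normalized the array files and annotated them in the Transcriptome Analysis Console and deposited log2 signals per transcript and array. The summarisation method and the test behind the authors' comparison are not given in the sources used here. The authors' deposited comparison table holds group averages on the log2 scale, a signed fold change (the score of that table, negative for lower in infarcted tissue), a p-value and an FDR-adjusted p-value, for transcripts with a fold change of at least 2 and an unadjusted p under 0.05. The authors' deposited enrichment tables come from g:Profiler and hold an adjusted p-value and gene counts for each term. Sheets of another enrichment tool and sheets that repeat part of the table were not used. The study's protein changes (Zq, in SD units) and magnetic resonance values were read from its supplement.

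The deposited log2 signals were fitted with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with default settings, region as the only factor), with Benjamini-Hochberg adjustment over 25470 transcripts. The prior degrees of freedom were 4.86 beside 6 residual ones, and the median standard error of a log2 fold change was 0.274. A transcript counts as differentially expressed at an adjusted p under 0.05 and a fold change over 2, as in the paper, and rose and fell refer to the adjusted p alone. By that test alone 630 transcripts rose and 872 fell. The tables were read and summarised with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9. The fit was tested on simulated data with 200 changed transcripts: 143 of all 25470 were called, 5 of them unchanged ones, and 0 in the wrong direction.

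Symbols came from the authors' deposited table, and 109 of its 561 placeholder loci were updated from RefSeq gene records. A gene with several transcripts is represented by the one with the highest mean signal. The 31 gene lists hold 494 genes, and 23 of them had named members and were compared in direction with the other named genes. Lists without a named member were MHC class II, interferon-stimulated genes, complement, pericytes (6 genes), Schwann cells (6), red cells (6), immediate early genes (12) and cytosolic ribosomal proteins (30), and these were not analysed here. Further members of the study's own terms are named in the text too, chosen after the data were seen. The rule for naming genes took those the paper names and the 6 genes significant at the protein level. It also took the 10 largest rises and 10 largest falls that held in all 4 pigs, and the first 4 members of each list. Last came the 2 largest changes each way in each list, and the 3 largest changes among the genes not carried over to the study's table. Values in that table had been seen when the rule was written. Of the genes under this rule, 3 are not reported here by name, and the counts of lists and terms include them. Adjustment over a list alone took every listed member, with a p of 1 for those without a name.

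Both samples of a pig come from the same heart, as the labels state. Their deviations from the group means correlated with r of at least 0.113 in each pig, above the highest r with another pig, so the numbers pair the samples. Alternatives were the pig as a replicate block, quantile normalization, median centring, leaving out the transcripts with the lowest mean signals, other moderation of the spread, array weights, a test against a 2-fold change, averages over the transcripts of a gene, unique symbols, and leaving out each array in turn. Correlations across genes were tested with 100000 permutations. Rank-based and camera tests of gene sets and enrichment tests were not run, because names exist only for transcripts selected on their change. The direction of each list was compared with that of the other named genes, selected in the same way, by Fisher's exact test, which takes genes as independent although co-regulated genes are not. By this test no difference was shown for the neutrophil (adjusted p = 0.159), cytokine (0.159), smooth muscle (0.291) and atrial (0.354) lists, among others.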

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

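The test for exchanged samples of pig 4 was chosen after the result was seen. Of 300 groups of 4 samples, 1 per reported gene and region, 32 had a sample far from the others (a gap to the nearest sample above the 95% limit of Dixon's test), and chance gives about 1 in 20, here 15.0. In 28 of the 32 the sample was from pig 4, in 2 from pig 2 and in 2 from pig 3. In remote tissue the array of pig 4 was lowest for APOO (5.36, others 6.98 to 7.05), ATP5G1 (5.29, others 6.91 to 7.20), COL3A1 (3.77, others 5.70 to 6.02), COX8H (6.19, others 7.70 to 7.88), CS (9.19, others 9.87 to 9.99), ENO3 (6.67, others 8.29 to 8.53), ETFB (4.59, others 6.70 to 6.88), GAPDH (10.01, others 11.30 to 11.56), IDH3A (4.35, others 5.62 to 5.79), LCP1 (4.33, others 5.73 to 5.94), MRPL4 (4.36, others 5.58 to 5.77), MYL7 (5.14, others 9.34 to 9.77), NDUFA10 (5.63, others 6.55 to 6.73), NDUFA12 (8.84, others 9.71 to 9.77), NDUFA13 (7.22, others 8.72 to 8.83), NDUFB11 (6.10, others 8.80 to 8.93), NDUFB6 (6.64, others 8.97 to 8.98), NDUFB8 (7.25, others 9.49 to 9.61), NDUFS6 (5.94, others 6.89 to 7.07), NDUFS8 (4.01, others 6.23 to 6.32), NDUFV2 (7.43, others 8.86 to 9.02), PGAM2 (6.39, others 8.43 to 8.80) and TPM1 (9.54, others 10.23 to 10.30), all as log2 signals. In infarcted tissue it was lowest for COL1A2 (7.71, others 9.01 to 9.17), FN1 (7.55, others 10.96 to 11.08), IDH3A (3.09, others 3.74 to 3.87), SPP1 (5.31, others 10.15 to 10.37) and TBX18 (4.37, others 5.39 to 5.43). The others were ANKRD1 in infarcted tissue (7.81 in pig 3, others 9.80 to 10.18), TGFB3 in remote tissue (3.69 in pig 3, others 3.32 to 3.36), and COX5B (7.66, others 6.74 to 6.89) and PLN (6.84, others 4.94 to 5.26) in infarcted tissue of pig 2.

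Both arrays of pig 4 stand apart. Its infarcted minus remote differences correlated with those of the other pigs at r = 0.295 to 0.309, against 0.645 to 0.704 among the others (across transcripts, which are not independent replicates). Of 2649 transcripts called from the other 3 pigs, 78.7% had the same sign in pig 4, which argues against an exchange of its samples. The 95% binomial interval, 77.1% to 80.2%, takes co-regulated transcripts as independent and is therefore too narrow. Tissue of the other region in 1 sample alone is argued against by the positions of both arrays. Each pig was placed on an axis from the remote mean (0) to the infarcted mean (1) of the other 3. The remote array of pig 4 lay at 0.276 and its infarcted array at 0.68. Both were outside the ranges of the other pigs, −0.0911 to 0.0643 and 0.852 to 1.15. The axes rest on different transcripts, 2649 for pig 4 and 168 to 395 for the others, so the positions share no common scale. A narrower spread left by the normalization stays open. After quantile normalization the mean r of pig 4 was 0.297 and the lowest among the others 0.641, but r hardly responds to a change of spread (it was 0.304 and 0.645 before, while the SD of the differences of pig 4 went from 0.725 to 0.836), so the bound set for this test decides nothing. Tissue of both kinds in both samples, RNA quality and a milder response of this animal stay open too and were not tested.

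Over the 35 splits of the 8 arrays into 4 and 4, only the real one called 1371 transcripts, so 1 of 35 reached that count. The highest other count was 324, in a split that parts 2 of the pigs and keeps both arrays of pig 4 together. Only 3 of the 35 splits, the real one included, called any transcript. Most arrays stay on their real side in the split with 324. At an unadjusted p under 0.05 from limma it had 4444 transcripts, against 4302 in the real split. Whether its count comes from the real difference or from pig 4 standing apart was not tested. Because the samples are paired by pig, the real split compares with the 8 that part all 4 pigs, and 8 are too few for a share under 0.05. The others of these 8 called 0 by limma, with 237 to 2565 transcripts at an unadjusted p under 0.05 against 4302 in the real one.

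The paper counts transcripts with a gene symbol. Outside these, 472 transcripts without a symbol passed both limits in limma, 433 of them in the authors' deposited table and 39 outside it.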

How the results depend on the processing

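The fits without pig 4, the Tukey averages and the restriction to single-symbol transcripts were chosen after the data were seen. The causes of the changes below were not tested. No result reversed. Of 238 counts under alternatives whose first value was above 0, 192 stayed within 1.5 times. Over both limits, higher transcripts (558) numbered 1136 with array weights, 1182 without pig 4, 105 without shrinkage, 848 with the replicate block and 24 against a 2-fold change; those with a symbol (371) numbered 612, 610, 71 and 15 in the same order without the block. Lower transcripts (813) numbered 1508 with array weights, 1467 without pig 4, 174 without shrinkage and 50 against a 2-fold change; those with a symbol (528) 805, 118 and 36 with array weights, without shrinkage and against a 2-fold change. By the adjusted p alone, higher transcripts numbered 1966 with array weights, 1755 without pig 4, 135 without shrinkage and 1163 with the block, and lower ones 2136, 1906, 194 and 1441.

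In lists, the block gave 2 lymphocyte markers, 8 matrix turnover genes, 26 of complex I, 12 of complexes II to V, 13 of fatty acid oxidation, 3 fetal, 2 fibroblast and 7 mitochondrial ribosomal genes, and from 0 also 2 higher glycolysis genes and 1 cell division gene. It changed the count of no other list by over 1.5 times. Without pig 4 the counts were 8 (turnover), 30 (complex I), 14 (complexes II to V), 13 (fatty acid oxidation), 3 (fetal), 2 (fibroblast) and 9 (ribosomal), and from 0 also 2 (higher glycolysis), 1 (platelet) and 1 (cell division), the same 3 numbers as without infarcted replicate 4 alone. Quantile normalization gave 0 lower turnover, 0 fetal and 0 lower smooth muscle genes, 2 fibroblast genes and 1 higher glycolysis gene, median centring 3 of complexes II to V, and single-symbol transcripts 9 matrix genes and 1 cytokine. The share of lower calls was 59.3%, and from 55.6% (quantile) to 67.6% (2-fold).

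Leaving out 1 array gave ranges of 258 to 1126 (higher), 175 to 605 (higher, with symbol), 414 to 1357 (lower), 263 to 746 (lower, with symbol), 259 to 1383 and 415 to 1508 (adjusted p alone, higher and lower), 1 to 2 (lymphocyte), 3 to 12 (citric acid cycle), 1 to 1 (adipocyte), 2 to 3 (atrial), 6 to 8 (calcium), 2 to 8 and 0 to 1 (turnover, higher and lower), 9 to 15 (matrix), 10 to 30 (complex I), 2 to 14 (complexes II to V), 2 to 3 (cytokines), 0 to 1 (endothelial), 1 to 1 (epicardial), 4 to 13 (fatty acid oxidation), 0 to 2 (fetal), 1 to 2 (fibroblast), 1 to 3 (glycolysis), 7 to 9 (macrophage), 0 to 9 (ribosomal), 1 to 3 (neutrophil), 5 to 11 (sarcomere), 2 to 4 and 0 to 1 (smooth muscle, higher and lower) and 13 to 23 (neutrophil degranulation). Of 145 named genes past the adjusted p, 80 kept it without any 1 array and 65 lost it without 1 or more. Median centring took 21 of 153 named genes out of the test and the block added 6. Adjustment over transcripts with a symbol only, camera and enrichment tests were not run, since names are selected on the outcome. The share of simulated 2-fold changes that were called, given beside the counts of transcripts, was set by the fold limit as well as by signal and spread. It also depends on the number of transcripts changed in the simulation.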

Differences from the paper's values

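The paper gives a Pearson's r of 0.7225 between array and protein changes over 263 genes, against 0.858 here over the 233 genes with a protein value in the study's table, so the gene sets are not the same. The genes missing here are those whose protein change did not share the direction in the study, a selection that favours a higher r here. Of the alternatives set before the data were examined, the study's own fold changes (0.848) and the set without the 6 genes significant at the protein level (0.867) differ from the paper's value too.

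For SEC31A the paper's supplement gives a log2 fold change of −1.14, against 1.08 (standard error 0.25, adjusted p = 0.0283) from limma here, and for SELENBP1 the paper's supplement gives 3.36, against −1.23 (standard error 0.31, adjusted p = 0.0439). Under quantile normalization and median centring both differ as well. In the authors' deposited table the fold changes are 2.47 for SEC31A and −2.21 for SELENBP1. The supplement's values for SEC31A stand there beside SELENBP1, and those for SELENBP1 beside SFRP2.

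At the paper's limits the paper counts 916 transcripts, 381 higher and 535 lower, against 899, 371 and 528 here. With Tukey averages for the fold limit, an alternative chosen after seeing the values, the counts are 381 and 535, and 0 of the authors' 916 are dropped. For neutrophil degranulation, 11 genes of the term are in the study's table here and the paper names 12.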

Other observations

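The tests of a lower share of cardiomyocytes, with their bounds, and the comparison of paired isoforms were chosen after the values were seen. The named genes of a list of atrial cardiomyocyte markers were lower in infarcted tissue. Their direction was not shown to differ from that of the other named genes (Fisher's exact test, 2-sided, adjusted p = 0.354 over 23 lists). Of 7 atrial markers 3 were named and all 3 fell in limma, also when adjusted over the list alone: MYL7, the potassium channel KCNJ3 (−3.04, adjusted p = 0.00296) and the transcription factor TBX5 (−1.95, adjusted p = 0.00241). Of 8 fetal and stress genes of cardiomyocytes 3 were named, and the small heat shock protein CRYAB fell (−1.90, standard error 0.45, adjusted p = 0.0334), while ACTA1 had −1.65 (standard error 0.52, adjusted p = 0.104) and ANKRD1 −1.53 (standard error 0.47, adjusted p = 0.0962). All 3 fell when adjusted over the list alone, with the pig as a replicate block and without pig 4, and 0 passed without infarcted replicate 1, 2 or 3 or remote replicate 1, 2 or 3, and 2 without infarcted replicate 4.

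Muscle forms of 4 proteins were lower while related forms of other cells had higher signals in infarcted tissue. The change of the related form lay above that of the muscle form in 4 of 4 pigs for each pair, by 4.53 ± 2.74 (SD) for ENO1 over ENO3, 4.87 ± 2.06 for ACTN1 over ACTN2, 3.43 ± 1.2 for TPM4 over TPM1 and 3.64 ± 1.88 for MYL6 over MYL3, on the log2 scale. The pairs were chosen after the values were seen, so this agreement among pigs is not independent evidence. ENO1 itself did not pass the adjusted p from limma. MYL6 rose by 1.14 and lost its call without any of infarcted replicates 1 to 3 or remote replicates 1 to 3 (adjusted p up to 0.095), and its transcript shares its annotation with an unnamed locus.

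Cardiomyocyte genes fell and genes of connective tissue and macrophages rose, which a lower share of cardiomyocytes in the infarcted samples may produce. As the whole cause it would raise markers of all other cell types. Of 21 named markers of other cell types past the adjusted p from limma, 18 were higher and 3 lower. These markers moved apart by more than their standard errors: Cochran's Q over all 25 named ones was 480 (24 degrees of freedom), 189 (22) without SMTN and LPL, 46.8 (21) without FLT1 as well, and 26.1 (20) without SPP1 too, so most of what is left without SMTN and LPL comes from FLT1. This does not decide whether fewer cardiomyocytes are the whole cause. Only transcripts with at least a 2-fold change have names, so markers that moved less are missing, and Q takes genes as independent. A smaller share as the whole cause, or as part of it beside changes in other cells, stays open. The comparison rests on few genes, since most markers were not named, and a first bound, 1 in 3 of the markers lower, was not reached. The 3 lower ones, each lower in all 4 pigs, were SMTN, the endothelial receptor FLT1 (−1.03, standard error 0.23, adjusted p = 0.0254; 12 endothelial markers listed, 1 named) and the lipase LPL (−2.88, standard error 0.32, adjusted p = 0.00119; 6 adipocyte markers, 1 named), which cardiomyocytes also express. FLT1 lost its call without infarcted replicate 2 or 3 or remote replicate 1 or 3 (adjusted p up to 0.0868). Of 10 fibroblast markers 2 were named, and VIM rose (1.77, standard error 0.21, adjusted p = 0.00142) while FAP had 1.52 (standard error 0.48, adjusted p = 0.103); both rose when adjusted over the list alone, with the replicate block, without pig 4 and without infarcted replicate 4. Of 8 epicardial and mesothelial markers TBX18 alone was named and rose (1.58, standard error 0.28, adjusted p = 0.00940). Of 20 cell division genes CENPF alone was named and did not pass (1.47, standard error 0.59, adjusted p = 0.214), nor did it when adjusted over the list alone, though it did with the replicate block (adjusted p = 0.0259), without infarcted replicate 4 and without pig 4 (0.0102).

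The correlation of array and protein changes could come from the shared direction by which the study kept the genes. Pooled r was 0.858, against 0.332 within the higher and 0.237 within the lower genes, so much of the pooled r comes with the shared direction. The values within a direction argue against it as the whole source only if genes are taken as independent, which they are not.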
